A study of Rattus norvegicus with 80 samples.

How the data were processed

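RNA sequencing was done on brain tissue of male bred Low-Responder rats, a Sprague-Dawley line selected over many generations for low locomotion in a new environment and used as a model of anxiety-like temperament. The 80 samples come from 49 rats: 49 samples of the nucleus accumbens and 31 of the hippocampus, with both tissues from 31 rats. Each sample carries its rat's housing, defeat condition, generation, family, sacrifice date, RNA handling dates, quality-control status, plasma hormones and behaviour in its labels.

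The authors deposited 2 tables of whole-number read counts per gene, 1 for each tissue, each with 32883 rat genes under Ensembl identifiers. Their 72 per-sample columns, 47 for the nucleus accumbens and 25 for the hippocampus, are named by sequencing-facility numbers, and 0 of these numbers occur in the sample labels. No column was therefore assigned to a rat or a treatment group, the 72 columns were not used, and neither expression values nor sequencing depth are given. The gene-level work planned from the design was not run: 12 contrasts within a tissue, 2 contrasts between tissues, the fixed gene lists, and the rule by which genes were to be named (the 5 genes with the smallest p among those past the threshold, with the same sign in each generation). The results below rest on the measures per rat that the authors gave in the labels.

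Those measures are 2 plasma hormones and 5 behaviours. Per the labels, corticosterone and testosterone are in pg/ml of plasma from trunk blood taken at sacrifice. These units were kept as labelled and not checked, and that of corticosterone is uncertain. Per the labels, social interaction, social avoidance, aggression and open arm time are each a percent of test time, and the open field distance has no stated unit. No assay error or number of technical repeats is given with the hormone values, so the spread reported is the spread between rats. Each rat entered once, with the values of its labels and no transformation. Corticosterone was given for 29 rats and testosterone for 31, all of generations F53 and F56. The behaviours were given for 49 rats. Rats were kept whatever the quality-control status of their RNA samples, since that status concerns the libraries.

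The effect of enrichment or of defeat was the difference in means between treated and comparison rats within strata, with each stratum weighted by the product of the 2 group sizes over their sum. Strata were formed by generation and the other treatment, and a stratum with 1 arm only did not contribute, so that the generation F53 rats entered only where both arms were present. The standard error combined the variances within arms and strata. The p-value came from a two-sided permutation test that shuffled the treatment within strata 100000 times, and the smallest p-value it can give is 1e-05. The 14 p-values were adjusted together by the Benjamini-Hochberg method, with 0.05 as the threshold. These 14 tests, their strata and the alternatives of pooling without strata, ranks in place of values, generation F56 only and generation F49 only were fixed before any group mean was computed, although the single values in the labels had been listed by then.

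Everything else was chosen after the group means were seen. This covers the 7 interactions of housing and defeat, the 28 effects of 1 treatment within a level of the other, the 14 tests of a treatment effect between generations and the 5 tests of the interaction between generations. It also covers generation F53 alone, defeat compared within sacrifice dates, and enrichment with the family as the unit. Family means pool the defeated and undefeated rats of a family, so that this alternative does not hold defeat constant. Interactions and generation differences were tested by shuffling the residuals of the model without the tested term 100000 times. The model for 1 treatment effect between generations held the effect of the other treatment equal across generations. Alternatives and within-level effects were enumerated exactly where there were at most 3000000 relabellings. Counts were compared by Fisher's exact test, two-sided. Each of these families of tests was adjusted separately.

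The stratified test and the residual test were checked on simulated data with the rats' own design, over 200 simulations for each setting. With no shift, 7.5% of simulations were called for enrichment and 5% for the interaction. With a shift of 1.5 SD, 99.5% and 72.5% were called, and the mean estimate for enrichment was 1.46 SD. The simulated rats were independent of each other, which littermates need not be. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.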

Results

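The study asked how social and environmental enrichment in adolescence and repeated social defeat in early adulthood act, alone and together, in rats bred for an anxious, low-exploring phenotype. Enriched rats were placed with littermates in large multi-level cages 5 days a week between postnatal days 35 and 60, while the comparison rats stayed in standard cages. Defeated rats met an unfamiliar aggressive male of another strain for 15 minutes a day on postnatal days 61 to 64, and undefeated rats spent that time alone in an empty cage. Behaviour was then tested, and tissue and blood were collected on postnatal day 68. The 4 groups held 10 standard-housed undefeated rats, 12 standard-housed defeated rats, 13 enriched undefeated rats and 14 enriched defeated rats. Every group had nucleus accumbens samples from each of its rats. Hippocampus samples came from 8, 8, 7 and 8 rats of these groups, in the same order. The labels marked 71 samples as good, 8 as failing primary quality control and 1 as failing secondary quality control. Gene expression was not analysed here, because the columns of the count tables are not tied to rats by the labels, and the comparisons below concern hormones and behaviour.

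The rats came from 3 generations of the colony, with 18 rats of F49, 9 of F53 and 22 of F56. F53 had no standard-housed defeated rats. Within generations the rats belonged to 8 families, 3 of them enriched and 5 standard-housed, and 0 families held both housing conditions. The 8 sacrifice dates divided in the same way, with 0 dates holding both housing conditions. Housing therefore cannot be told apart from family or sacrifice date in any comparison below. Defeated and undefeated rats shared a family in 3 families, all enriched, and 0 families of standard-housed rats held both defeat conditions. Among standard-housed rats, defeat likewise cannot be told apart from family. Rat identifiers divide the enriched families further, by a letter and in F49 also by a number. None of these subgroups held both defeat conditions, so defeat among enriched rats cannot be told apart from them. What the marks mean is not stated.

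Whether enrichment changed social behaviour was asked with a caged, unfamiliar male in an open field. Time in the zone around the caged male was 38.4% ± 39.5 (SD, n = 10) in standard-housed undefeated rats and 30.4% ± 44.5 (SD, n = 12) in standard-housed defeated rats. It was 61.1% ± 39.7 (SD, n = 13) in enriched undefeated rats and 75.7% ± 29.4 (SD, n = 14) in enriched defeated rats. The stratified difference was 38.1 percentage points higher with enrichment, with a standard error of 11.6, and exceeded the variation between rats (two-sided permutation p = 0.00266, adjusted p = 0.0186 over 14 tests). Of the 24 enriched rats in strata with both arms, 18 were above the mean of the standard-housed rats of their own stratum, and the means differed in this direction in 5 of 5 strata. The difference was 26.4 points in F49, 37.9 in F53 and 46.8 in F56. None of these passed the threshold alone, with adjusted p-values of 0.259, 0.467 and 0.0629 by exact permutation. In F53 an exact test cannot go below p = 0.1. Among alternatives on the same scale, F49 alone moved the value most. Taking the family as the unit gave 34.3 points with an exact permutation p of 0.0556, the smallest value that the 18 relabellings of families allow. Every rat identifier also carries a letter within its family, whose meaning is not stated. Tests over rats shuffled those sharing a letter as independent, and the letter was not tested as the unit.

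**Figure D1:**
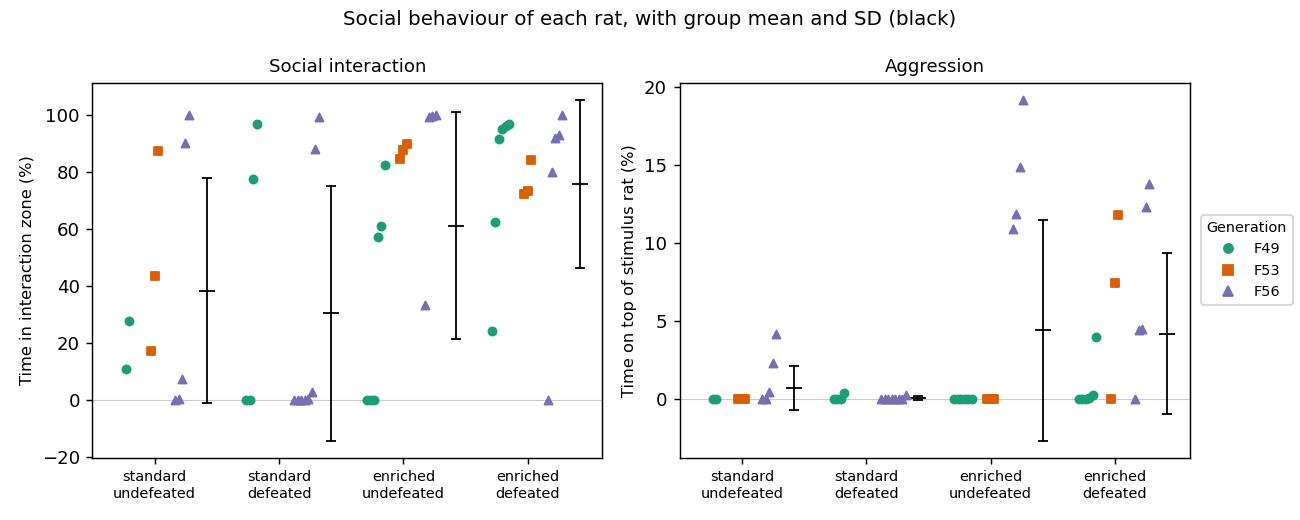
Time in the interaction zone (left, % of test time) and time on top of the stimulus rat (right, % of test time) for each rat by housing and defeat, with point shape and colour for generation and the mean and SD of each group in black. Interaction time started at 0% and reached between 98.99% and 100% in each of the 4 groups, and the aggression values above 0% in the enriched undefeated group were those of 4 F56 rats, between 10.9% and 19.2%.

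Time in the avoidance zone was 28.1% ± 34.2 (SD, n = 10) and 53.9% ± 43.0 (SD, n = 12) in standard-housed undefeated and defeated rats. It was 28.1% ± 41.5 (SD, n = 13) and 9.26% ± 25.0 (SD, n = 14) in enriched undefeated and defeated rats. The enrichment difference of -26.7 percentage points, with a standard error of 11.3, did not pass the threshold after adjustment (permutation p = 0.0179, adjusted p = 0.0835).

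Aggression, the time spent on top of the stimulus rat, was 0% in 31 of the 49 rats. It averaged 0.684% ± 1.41 (SD, n = 10) and 0.0507% ± 0.121 (SD, n = 12) in standard-housed undefeated and defeated rats, against 4.36% ± 7.06 (SD, n = 13) and 4.16% ± 5.16 (SD, n = 14) in enriched undefeated and defeated rats. The stratified difference was 4.79 percentage points with a standard error of 0.873 and passed the threshold (permutation p = 2e-05, adjusted p = 0.00028). It did not hold in each generation: enrichment raised aggression by 9.40 points in F56 (exact permutation, adjusted p = 0.000777), by 0.373 points in F49 (exact permutation, adjusted p = 0.91) and by 0 in F53, where the rats of both arms of the only comparable stratum were at 0%. Only 10 of 24 enriched rats were above the mean of the standard-housed rats of their stratum. The number of rats with any aggression was 13 of 27 enriched and 5 of 22 standard-housed, a difference that did not pass (two-sided Fisher's exact test, p = 0.0816). With the family as the unit the difference was 4.43 points, with an exact permutation p of 0.0556. Family means do not hold defeat constant, and F53 entered this value with 3.19 points, from an enriched family with defeated rats against a standard-housed family without them.

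**Figure D2:**
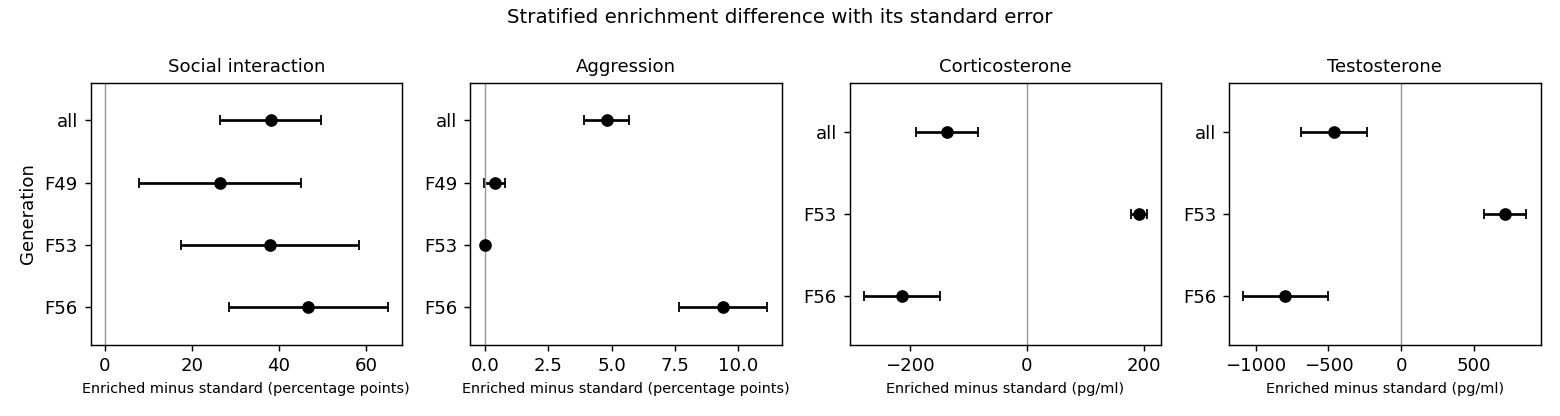
Enriched minus standard-housed difference with its standard error (bars), for all rats and for each generation, in percentage points for the behaviours and pg/ml for the hormones. Social interaction was higher with enrichment in each of the 3 generations, aggression differed in F56 with 9.40 points, and both hormones were higher with enrichment in F53 and lower in F56.

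Plasma corticosterone and testosterone at sacrifice were compared between the groups in the same way. Corticosterone was 147 ± 150 pg/ml (SD, n = 8) in standard-housed undefeated rats and 350.0 ± 261 pg/ml (SD, n = 7) in standard-housed defeated rats. It was 145 ± 80.0 pg/ml (SD, n = 6) in enriched undefeated rats and 204 ± 226 pg/ml (SD, n = 8) in enriched defeated rats. The enrichment difference of -138 pg/ml (standard error 53) did not pass the threshold (permutation p = 0.0621, adjusted p = 0.217). It was -214 pg/ml in F56 and 191 pg/ml in F53, opposite in sign, with exact permutation adjusted p-values of 0.0527 and 0.467. Testosterone was 1495 ± 948 (SD, n = 8), 1534 ± 794 (SD, n = 8), 1017 ± 408 (SD, n = 7) and 995 ± 554 pg/ml (SD, n = 8) in the same order of groups. The enrichment difference of -462 pg/ml (standard error 228) did not pass (permutation p = 0.103, adjusted p = 0.262), and it too had opposite signs, -796 pg/ml in F56 and 715 pg/ml in F53. F49 had no hormone values among the labels used.

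**Figure D3:**
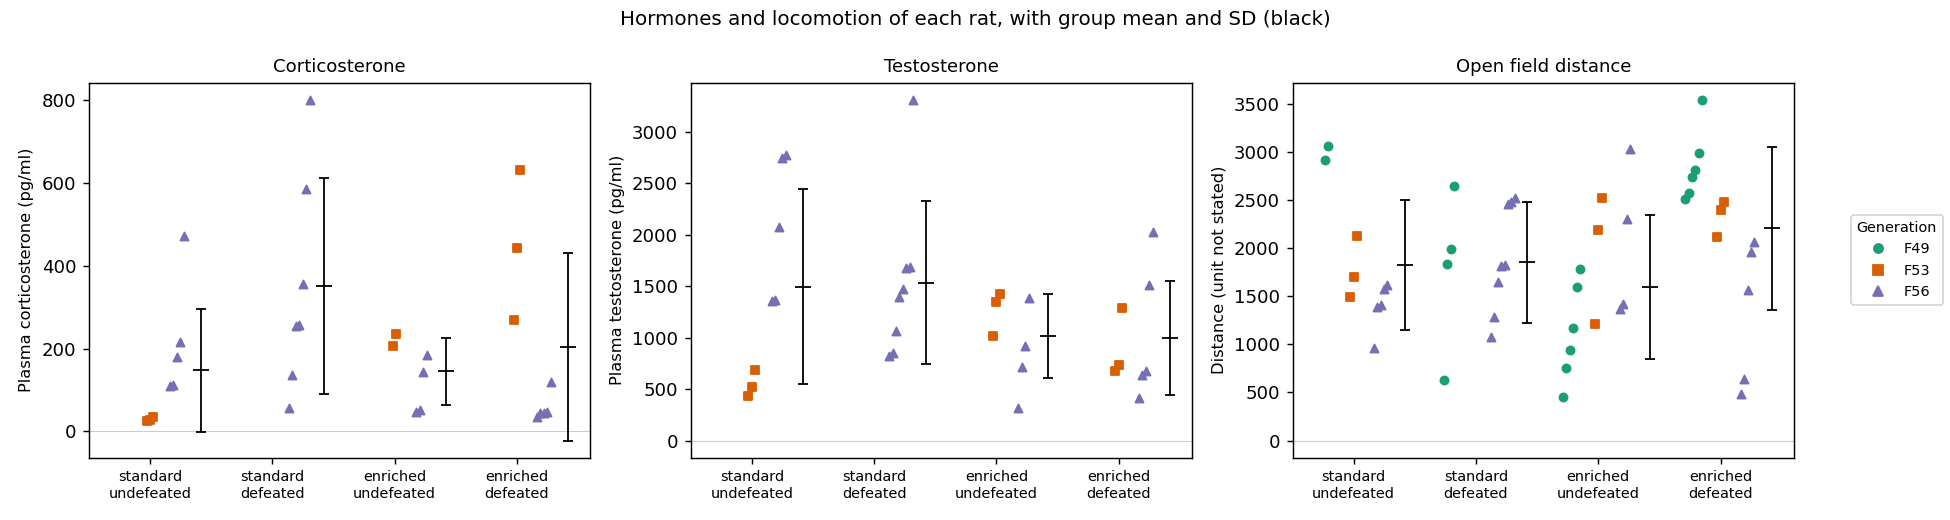
Plasma corticosterone (left, pg/ml), plasma testosterone (middle, pg/ml) and open field distance (right, unit not stated) for each rat by housing and defeat, with point shape and colour for generation and the mean and SD of each group in black. The enriched undefeated F49 rats covered distances between 455 and 1785 and the enriched defeated F49 rats between 2514 and 3539, without overlap.

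Locomotion and anxiety-like behaviour were measured as distance in the empty open field and as time in the open arms of an elevated plus maze, a raised cross with walled and unwalled arms. Distance was 1824 ± 679 (SD, n = 10), 1850.0 ± 627 (SD, n = 12), 1596 ± 744 (SD, n = 13) and 2204 ± 845 (SD, n = 14) in standard-housed undefeated, standard-housed defeated, enriched undefeated and enriched defeated rats, in the labels' unstated unit. Open arm time was 4.43% ± 5.99 (SD, n = 10), 3.44% ± 2.89 (SD, n = 12), 3.51% ± 2.21 (SD, n = 13) and 5.27% ± 5.29 (SD, n = 14) in the same order. Enrichment changed neither beyond the variation between rats, with differences of -14.6 for distance (standard error 185, permutation adjusted p = 0.951) and -0.0772 percentage points for open arm time (standard error 1.04, permutation adjusted p = 0.951). These averages combine differences of opposite sign. In F49 the enrichment difference in distance was -1873 among undefeated rats (exact permutation p = 0.0357, the smallest that design allows) and 1086 among defeated rats (exact permutation p = 0.0143), both unadjusted. The enrichment difference in open arm time was 3.84 percentage points in F49 (exact permutation p = 0.0316, adjusted p = 0.164) and -2.34 in F56 (exact permutation p = 0.188, adjusted p = 0.329).

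Defeat gave no difference past the threshold in any of the 7 measures. Its stratified difference was 86.4 pg/ml for corticosterone (standard error 59.8, permutation p = 0.224), -248 pg/ml for testosterone (standard error 232, permutation p = 0.315) and 372 for distance (standard error 158, permutation p = 0.112). It was -1.37 percentage points for avoidance (standard error 10.2, permutation p = 0.906) and 7.02 for interaction (standard error 10.9, permutation p = 0.542). It was -0.751 points for aggression (standard error 0.839, permutation p = 0.479) and 1.41 for open arm time (standard error 1.32, permutation p = 0.235). The adjusted values of these 7 tests lay between 0.262 and 0.951. The defeat averages for avoidance and interaction combine generations of opposite sign. Avoidance differed by -38.1 points in F49, 3.58 in F53 and 27.3 in F56. Interaction differed by 38.0 points in F49, -10.8 in F53 and -13.3 in F56. In F49 the exact permutation p-values were 0.0491 and 0.0446, both 0.164 after adjustment. In F56 they were 0.0978 and 0.437 (adjusted p = 0.228 and 0.655). Compared only within the 3 sacrifice dates that held both defeat conditions, which leaves out the enriched F49 and the standard-housed F56 rats, the distance difference was -518 (exact permutation p = 0.125). Across all 14 planned tests, 3 had an unadjusted permutation p under 0.05 and 2 passed after adjustment.

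Whether enrichment altered the response to defeat was tested as the interaction of housing and defeat. Of the 7 interactions, 0 had a permutation p under 0.05. The smallest p belonged to social avoidance, where the defeat difference in enriched rats minus that in standard-housed rats was -40.6 percentage points (permutation p = 0.0633, adjusted p = 0.443). The interaction for distance was 537 over all rats (permutation p = 0.216), with 2959 in F49 (permutation adjusted p = 0.0004 over 5 tests) and -1188 in F56 (permutation adjusted p = 0.194 over 7 tests), opposite in sign. Of the 28 effects of 1 treatment within a level of the other, 7 had an exact permutation p under 0.05 and 0 passed after adjustment. The smallest adjusted value was 0.0876, for the 4.16 points of aggression by which enriched defeated rats exceeded standard-housed defeated rats. Among undefeated rats the aggression difference was larger, 5.45 points, with an exact permutation p of 0.00794 (adjusted p = 0.111). That p is the smallest those rats allow, since the F49 and F53 rats among them were at 0%.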

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

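All tests in this part were chosen after the group means of the rats had been seen.

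Among the 13 groups of 4 to 10 rats whose extreme value was examined, 2 held a rat far from the others, and chance alone gives about 1 in 20. In standard-housed undefeated rats, the highest corticosterone was 473 pg/ml and the next 217 pg/ml, a gap of 0.574 of the whole range against a critical value of 0.526 for 8 rats. The group mixes F53 rats, all at or below 33.8 pg/ml, with F56 rats, all at or above 109 pg/ml. Within the 5 F56 rats the gap was a larger share of the range, 0.704, below a critical value that rises to 0.71 for 5 rats. Since the F53 rats are the lowest, leaving them out can only raise the share, so this comparison shows nothing about mixing of generations as a cause. The rat did not carry the treatment differences. Without it the enrichment difference was -118 pg/ml (exact permutation p = 0.106) and the defeat difference 111 pg/ml (exact permutation p = 0.117), each keeping its sign and failing the threshold as before. A mislabelled or poorly measured sample was not tested.

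Among the 8 standard-housed defeated rats with a testosterone value, all of F56, the highest testosterone was 3309 pg/ml and the next 1687 pg/ml, a gap of 0.653 against a critical value of 0.526 for 8 rats. Without this rat the enrichment difference was -350.5 pg/ml (exact permutation p = 0.158) and the defeat difference -353 pg/ml (exact permutation p = 0.105). Both kept their sign, and neither passed the threshold with or without the rat. Assay error in a single sample was not tested, and no biological explanation was tested.

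The effect of enrichment on hormones differed in sign between F53 and F56. For corticosterone it was 191 pg/ml in F53, among undefeated rats alone, and -214 pg/ml in F56 over both defeat conditions (permutation of residuals, adjusted p = 0.028 over 14 tests). In F56 it was -111 pg/ml among undefeated rats (exact permutation p = 0.206) and -293 pg/ml among defeated rats (exact permutation p = 0.0253). The test for defeat in corticosterone also passed (adjusted permutation p = 0.028). Each test between generations let 1 treatment effect vary, held the other equal and used all rats with a value. Its p-value therefore does not test the differences printed beside it, and the corticosterone tests for enrichment and defeat are not separate findings. Among enriched rats the defeat difference was 228 pg/ml in F53 and -49.6 pg/ml in F56, opposite in sign. Among standard-housed rats, with both defeat conditions only in F56, it was 132 pg/ml. For testosterone the enrichment difference was 715 pg/ml in F53, among undefeated rats alone, and -796 pg/ml in F56 (adjusted permutation p = 0.028). In F56 it was -1230 pg/ml among undefeated rats (exact permutation p = 0.0476) and -482 pg/ml among defeated rats (exact permutation p = 0.302). Extreme values do not account for these, since the same tests on ranks gave adjusted p-values of 0.00014, 0.0021 and 0.0114. The F53 side of both enrichment contrasts rests on 3 standard-housed rats from 1 family, with corticosterone between 26.5 and 33.8 pg/ml. These generations also differ in family and in sacrifice date, and 0 sacrifice dates held both housing conditions. A difference between generations in how rats respond to enrichment therefore cannot be told apart from a difference between families, sacrifice dates or assay runs, and assay run was not tested.

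Tests of the effects on aggression between generations also passed the threshold. Enrichment raised aggression by 9.40 percentage points in F56, 0.373 in F49 and 0 in F53 (permutation of residuals, adjusted p = 0.00602). Defeat gave -3.80 points in F56, 0.511 in F49 and 6.38 in F53 (adjusted permutation p = 0.0408). As for the hormones, each test held the other treatment's effect equal across generations, so these are not separate findings. On ranks the adjusted values were 0.0468 and 0.0232, so extreme values do not account for either, although the first stayed close to the threshold. Of the 14 tests, a further pair passed on ranks alone: defeat in social avoidance (adjusted permutation p = 0.0232 on ranks, 0.122 on values) and enrichment in open arm time (0.0397 on ranks, 0.149 on values). Each generation had 1 family of enriched rats. With 0 sacrifice dates holding both housing conditions, the F56 value may reflect that family, its test days or its stimulus rats as well as the enrichment. These were not separable in the design.

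The interaction of housing and defeat in open field distance differed between F49 and F56 by -4148 (permutation of residuals, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 5e-05 over 5 tests). The test on ranks gave the same adjusted value, 5e-05, so extreme values do not account for it. In F49, enriched undefeated rats covered 1117 ± 505 (SD, n = 6), enriched defeated rats 2860.0 ± 373 (SD, n = 6), standard-housed undefeated rats 2990.0 ± 102 (SD, n = 2) and standard-housed defeated rats 1773 ± 842 (SD, n = 4). In F56 the same groups covered 2030.0 ± 793 (SD, n = 4), 1341 ± 737 (SD, n = 5), 1389 ± 257 (SD, n = 5) and 1888 ± 555 (SD, n = 8). The defeat difference thus had opposite signs in the generations, at 1742 in F49 and -689 in F56 among enriched rats and at -1217 and 499 among standard-housed rats. Sacrifice date is a candidate explanation for part of this: 0 sacrifice dates of the enriched F49 rats held both defeat conditions, so defeat and date coincide there, and the same holds for the standard-housed F56 rats. The differences of -1217 and -689 lie within single sacrifice dates, so date does not account for them. Neither exceeded the variation between rats, however, with unadjusted exact permutation p-values of 0.2 and 0.214. The difference of 499 gave 0.0909 by the same test. Only 1742, in the enriched F49 rats where defeat and date coincide, was under 0.05 (unadjusted exact permutation p = 0.00217). Family also remains open for the standard-housed rats, whose defeated and undefeated rats belonged to different families, while the enriched F56 rats were of 1 family. The defeated and undefeated rats of that family carried different letters, however, so the letter remains open there. An exchange of the labels of F49 groups was not tested.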

How the results depend on the processing

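The alternatives named as F53 alone, defeat within sacrifice dates and family as the unit, and all alternatives for the interactions, were chosen after seeing the data. All values below are differences in the units of the measure (pg/ml, percentage points, or the unstated unit of distance) unless ranks are named.

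The enrichment difference in social interaction stayed positive under each alternative run. It passed the threshold without strata (34.6, adjusted permutation p = 0.0243) and narrowly on ranks (adjusted permutation p = 0.0498). It did not pass in F56 (46.8), F49 (26.4) or F53 (37.9) alone or with the family as the unit (34.3), and its adjusted p over the alternatives ran from 0.0243 to 0.467. The enrichment difference in aggression passed without strata (3.92), on ranks, and in F56 alone (9.40). It did not pass in F49 (0.373), in F53 (0) or with the family as the unit (4.43), with adjusted p from 0.000777 to 1. An exact test with F53 alone cannot go below p = 0.1 and one over families not below 0.0556, so neither could pass. For aggression in F53 the difference itself was 0, with the rats of both arms at 0%. The cause of the loss in F49 was not tested.

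The other 12 planned results did not pass under any alternative, and several changed sign. Without strata, the enrichment differences became 73.1 for distance and 0.53 for open arm time, and the defeat difference in avoidance became 1.77. On ranks, the defeat difference in aggression was 0.902 and the enrichment difference in open arm time 2.33 ranks. In F56 alone, the defeat differences in avoidance and interaction were 27.3 and -13.3. In F49 alone, the defeat difference in aggression was 0.511 and the enrichment difference in open arm time 3.84. In F53 alone, enrichment gave 191 for corticosterone, 715 for testosterone and 203 for distance, and defeat gave 3.58 for avoidance, -10.8 for interaction and 6.38 for aggression. The cause was not tested for any of these.

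Within sacrifice dates, the defeat differences were -518 for distance, 2.35 for avoidance and -1.18 for interaction. Only enriched F53, enriched F56 and standard-housed F49 rats enter there. For distance their defeat differences were 356, -689 and -1217, and the sign changed because enriched F49 rats (1742) and standard-housed F56 rats (499) drop out, not through an adjustment for date. With the family as the unit, enrichment gave 23.6 for corticosterone and 0.258 for open arm time. Family means do not hold defeat constant. For corticosterone the F53 family means differed by 328, with defeated rats in the enriched family alone, against 191 among undefeated rats, while F56 gave -205. For open arm time the F53 family means differed by -0.745, against -2.26 among undefeated rats. F49 gave 3.56 by family means and 3.84 over rats, and F56 gave -2.29 and -2.34. The larger change within a generation was thus in F53, where defeat was not held constant, and its cause was not tested further. The weights changed as well, since families rather than rats set them, and F53 had a larger share over families. For corticosterone this alone moves the value upward, because F53 was the generation with a positive difference. The changes of sign therefore cannot be laid to defeat alone.

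Of the 7 interactions, the one for distance passed in F49 alone (2959) and changed sign in F56 alone (-1188). Sign changes also came in F56 alone for aggression (-5.87) and open arm time (-0.134), on ranks for testosterone (-3.03) and open arm time (-3.86), and without a generation term for testosterone (-62.0). The cause was not tested for any of these.

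No paired analysis was possible because the rat identifiers shared between groups only link the 2 tissues of a rat, and each rat has 1 value of each measure. The alternatives planned for gene expression (another count model, normalization, filter, covariates, threshold, and quality-control selection) were not run, since no column of the count tables was assigned to a rat. Sequencing depth therefore limits none of the values given.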

Other observations

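The 5 relations between hormones and behaviour below were written down before they were computed but after the group means had been seen. The other tests in this part were chosen after their results were seen.

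Corticosterone was set against open arm time across 29 rats, to test whether the hormone relates to anxiety-like behaviour. Pearson's r was 0.488 (permutation p = 0.00925, adjusted p = 0.0463 over 5 relations), while Spearman's rho was 0.301 (permutation p = 0.112, adjusted p = 0.14). Within generations r was 0.309 in the 8 F53 rats (exact permutation p = 0.461) and 0.624 in the 21 F56 rats (permutation p = 0.0112). Leaving out the 2 rats with corticosterone farthest from the median gave r = 0.388 (permutation p = 0.0448) and rho = 0.188 (permutation p = 0.346). After centring each rat on its generation and treatment group, r was 0.559 (permutation p = 0.00313) and rho 0.615 (permutation p = 0.00048). Only the p-values over all rats were adjusted. The centred values were shuffled across groups of unequal spread, without allowance for the group means removed, so their p-values are approximate. In F56 the SD of corticosterone was 34.8 pg/ml in enriched defeated and 261 pg/ml in standard-housed defeated rats. Rats with more corticosterone may thus have spent more time in the open arms within their groups, as a hypothesis that the pooled ranks do not bear out. Each of these groups within a generation was of 1 family and 1 sacrifice date, so neither accounts for the centred relation.

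The other 4 relations did not pass over all rats. The p-values given for them within a generation or after centring are unadjusted, and the centred ones are approximate for the reason given above. Corticosterone and testosterone gave r = -0.0183 and rho = 0.323 (permutation p = 0.926 and 0.0877, adjusted p for r = 0.926). They gave r = 0.17 in F53 (exact permutation p = 0.696) and -0.0203 in F56 (permutation p = 0.93), and r = 0.154 (permutation p = 0.446) and rho = 0.433 (permutation p = 0.0254) without the 2 farthest rats. Centred, they gave r = -0.368 (permutation p = 0.0521) and rho = -0.0695 (permutation p = 0.716). Corticosterone and social interaction gave r = -0.375 and rho = -0.371 (permutation p = 0.0435 and 0.0479, adjusted p for r = 0.109), with r = 0.374 in F53 (exact permutation p = 0.369), -0.569 in F56 (permutation p = 0.00272) and -0.378 without the 2 farthest rats. Centred on generation and group it gave r = -0.389 (permutation p = 0.0367) and rho = -0.433 (permutation p = 0.0188). Testosterone and social interaction gave r = -0.245 and rho = -0.343 (permutation p = 0.186 and 0.0586, adjusted p for r = 0.233), with r = 0.742 in the 9 F53 rats (exact permutation p = 0.0107), -0.272 in the 22 F56 rats (permutation p = 0.224) and -0.324 without the 2 farthest. Centred, r was -0.0349 (permutation p = 0.852) and rho -0.181 (permutation p = 0.33). Testosterone and aggression gave r = -0.328 and rho = -0.27 (permutation p = 0.0682 and 0.14, adjusted p for r = 0.114), with r = 0.0651 in F53 (exact permutation p = 0.889), -0.486 in F56 (permutation p = 0.021) and -0.363 without the 2 farthest. Centred, r was -0.153 (permutation p = 0.405) and rho -0.00916 (permutation p = 0.962). All 4 had opposite signs of r in the generations F53 and F56.

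Samples failing quality control made up 6 of 31 hippocampus samples and 3 of 49 nucleus accumbens samples. The difference did not pass a two-sided Fisher's exact test (p = 0.0824), which treats samples as independent although 31 rats gave both tissues. The 3 failed nucleus accumbens samples were all from enriched defeated rats. In the hippocampus, 3 failed samples were from standard-housed undefeated rats, leaving 0 good F53 samples there, 2 from enriched undefeated and 1 from enriched defeated rats.

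The RNA values of the samples lie outside the range that the extraction protocol states. The protocol gives concentrations from 285 to 432 ng/ul and absorbance ratios from 1.61 to 1.8, whereas the labels of the 80 samples hold concentrations from 19.7 to 156 in an unstated unit and ratios from 1.94 to 2.3. Which of these describes the RNA that was sequenced was not tested. Among hippocampus samples the ratio differed by extraction date, at 2.16 ± 0.085 (SD, n = 8), 2.01 ± 0.02 (SD, n = 3) and 2.06 ± 0.0298 (SD, n = 20) on the 3 dates (permutation p = 0.00097). Among nucleus accumbens samples it was 2.08 ± 0.0343 (SD, n = 30) and 2.02 ± 0.0441 (SD, n = 19) on the 2 dates (permutation p = 1e-05, the smallest that 100000 permutations can give). The date may thus need a term in any model of expression in either tissue. No biological explanation was tested for it.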
